A study of Mus musculus with 3 samples. Its data were reported in "A cyclic pyrrole-imidazole polyamide reduces pathogenic RNA in CAG/CTG triplet repeat neurological disease models" (2023).

How the data were processed

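Hippocampal RNA of 3 C57BL/6J mice was sequenced, with 1 mouse in each of 3 groups. The mice had received an adeno-associated virus of serotype 9 (AAV9) that carried either 10 or 300 CUG repeats, the RNA repeat that is expanded in myotonic dystrophy type 1 (DM1). Mice with 10 repeats received vehicle (CUG10 + vehicle). Mice with 300 repeats received either vehicle (CUG300 + vehicle) or CWG-cPIP (CUG300 + CWG-cPIP), a cyclic pyrrole-imidazole polyamide, which is a small molecule that binds DNA with CAG or CTG repeats. The labels give an age of 10 weeks for each mouse.

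The libraries were made from total RNA with a directional kit. Per the submitters' processing notes, reads were trimmed with Trim Galore 0.6.6 and aligned with STAR 2.7.9a, run with RSEM 1.3.3, to the mouse genome build mm10. The same notes name DESeq2 1.36.0, which the authors used for gene expression, a measure not analysed here. Alternative splicing was quantified by the authors with rMATS, which compares 2 libraries at a time. For each of the 3 pairs of libraries the authors deposited 5 tables, 1 for each event type, so 15 tables were read. The event types were skipped exons (SE), alternative 5' splice sites (A5SS), alternative 3' splice sites (A3SS), mutually exclusive exons (MXE) and retained introns (RI).

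For each event and library, the authors deposited the count of reads that support inclusion and the count of reads that support skipping. Reads on splice junctions and reads inside the alternative region were both counted. The deposited tables also hold the inclusion level (percent spliced in, PSI) as a fraction from 0 to 1, which is the share of inclusion reads after each count is divided by the effective length of its form. A p-value and a false discovery rate (FDR) for each event were deposited by the authors as well, from the rMATS test of the reads of 2 libraries. Effective form lengths in nt complete the columns the authors deposited. For skipped exons the skipping form was 74 nt long, which corresponds to reads of 75 nt in the rMATS setting. The methods of the study give another read length for the splicing libraries, and the difference was not resolved.

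The deposited PSI was recomputed from the counts and lengths, with a largest deviation of 0.0005. The deposited FDR equalled a Benjamini-Hochberg adjustment within each table, with a largest deviation of 5.0e-13. Events were matched across tables by gene, strand and all coordinates. This gave 8727 events in at least 1 table, 7659 with counts for all 3 libraries and 3539 in all 3 tables. The counts of a library that is in 2 tables were identical in 14737 of 14737 comparisons. Skipped exons were set against the GENCODE M21 annotation of the same build, and 6478 of 6532 (99.2%) had exactly the ends of an annotated exon. Of 4860 gene symbols, 4851 matched this annotation. Coordinates are given 1-based on mm10.

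Depth was low at most events. Table totals were 445199 to 530942 counts per library and pair, with a median of 13 to 24 counts per event. Each PSI has a 95% Clopper-Pearson interval, carried through the length normalisation. Each PSI difference has a 95% interval by Newcombe's square-and-add method from Wilson intervals. Fragments had no molecular identifiers, so all intervals cover counting error only. With 1 mouse per group no difference has a replicate check, and a test on the reads of 2 libraries compares those libraries, not the conditions.

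An event was called where the authors' deposited FDR was below 0.05 and the absolute PSI difference was above 0.15, the thresholds of the study. In all differences the library named first is the minuend. Fisher's exact test, two-sided, was run on the inclusion and skipping counts of each listed event, with Benjamini-Hochberg adjustment over the listed events of an event type in a pair, and a call by it also needed an absolute PSI difference above 0.15. Named events followed a fixed rule. Among called events with at least 20 counts in each library of the pair and 1 event per gene, these were the 12 skipped exons and the 2 events of each other type whose interval of the difference lay farthest from 0. Added to them were up to 8 called genes of the DM1 list, up to 3 called genes of each other list, and Mapt, Grin1 and App whether or not called. Some events and genes that this rule or the lists take in are not reported here by name, and they stay in the counts.

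Return toward CUG10 was the share of events called between CUG300 + vehicle and CUG10 + vehicle whose PSI in CUG300 + CWG-cPIP lay nearer the CUG10 + vehicle value than the CUG300 + vehicle value did. The CUG300 + vehicle library enters both sides of this measure. Chance values were therefore drawn 100 times from binomial distributions, with the treated library taken either from the pooled PSI of the 3 libraries or from the PSI of CUG300 + vehicle. In other draws the CUG300 + vehicle reads were split at random into 2 parts, and 1 part was used to call, by the unadjusted exact test, and the other either to measure or in place of the treated library. Held-out reads and CUG300 + CWG-cPIP were also thinned to equal depth in each event and compared by an exact binomial test on the events where 1 of them alone lay nearer CUG10, with 2 times the median p over the draws as the result. The mirror share, with the 2 CUG300 libraries exchanged, was also computed.

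Gene lists were those of DM1 and MBNL brain targets, RNA-binding splicing regulators, glutamate receptors and the postsynaptic density, synaptic adhesion and presynaptic release, voltage-gated and calcium-activated ion channels, and the cytoskeleton and microtubule-associated proteins. MBNL proteins are splicing regulators that CUG repeat RNA binds. Marker lists covered microglia and immune cells, astrocytes, oligodendrocytes, endothelial, mural and choroid plexus cells, and neurons. The median absolute PSI difference of each list, with the event of most reads for each gene, was ranked among 10000 random lists matched on read counts. Marker levels were inclusion plus skipping counts summed over the events of a gene, scaled to CPM of all such counts, with exact Poisson intervals. These totals cover only reads at alternative events and are not gene expression levels. A list of interferon-stimulated genes and a list of genes of MHC class I antigen presentation were added after the totals had been seen, and their members were measured where the 3 libraries together had at least 20 counts. Skipped exons were also classed as microexons of 30 nt or shorter, other exons with a length that is a multiple of 3, and the rest.

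The procedure was tested on simulated counts for 6107 events of the pair CUG300 + vehicle against CUG10 + vehicle, of which 200 had a changed share. The adjusted exact test called 66% of the events with a share change of 0.2 and 86% of those with a change of 0.4. It called 1 unchanged event. No share was taken apart for events with few counts, so these values do not give the sensitivity there. Of the events called in this pair, 79.2% had under 5 counts in the shallower library. The deposited FDR, which made those calls, was not simulated. Intervals of the difference held the true value in 97.8% of events with at least 20 counts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Alternatives covered the FDR and PSI thresholds, a minimum of 20 counts, the exact test in place of the deposited FDR, 1 event per gene, other definitions of return, other list and exon classes, and PSI without length normalisation. A search for YGCY motifs, which MBNL proteins bind, near called exons was not run because no genome sequence was used here.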

Results

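RNA-Seq of the hippocampus measured alternative splicing in 3 mice, 1 given 10 CUG repeats and vehicle, 1 given 300 CUG repeats and vehicle, and 1 given 300 CUG repeats and the polyamide CWG-cPIP. Over the 7659 events with counts for all 3 libraries, CUG10 + vehicle had 609546 counts, CUG300 + vehicle had 567697 and CUG300 + CWG-cPIP had 560672. The median event had 22, 13 and 24 counts in these libraries. No group has a replicate, so each interval below covers only the counting error of 1 mouse.

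The comparison of CUG300 + vehicle with CUG10 + vehicle asked which splicing events differ when the expanded repeat is expressed. Enpp2, which encodes the secreted lipid enzyme autotaxin, had a 75-nt coding exon that was included at a PSI of 0.444 (95% interval 0.342 to 0.555) in CUG10 + vehicle and 0.083 (0.061 to 0.109) in CUG300 + vehicle. Inclusion was also lower for a 54-nt coding exon of Clta, a clathrin light chain of the endocytic coat, with a PSI of 0.738 (0.641 to 0.822) and then 0.425 (0.338 to 0.518). An exon of Hnrnpa2b1, an RNA-binding protein of the hnRNP family, went the same way, from 0.957 (0.896 to 0.988) to 0.706 (0.601 to 0.8). An exon of Atp6v1h, a subunit of the vacuolar proton pump, was included more, with 0.115 (0.061 to 0.193) in CUG10 + vehicle and 0.404 (0.273 to 0.553) in CUG300 + vehicle.

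These 4 exons also passed the exact test with Benjamini-Hochberg adjustment. On build mm10, the Enpp2 exon (ENSMUSG00000022425.16) lies on chromosome 15 from 54851348 to 54851422, and its PSI difference of -0.362 (-0.467 to -0.26) had an adjusted exact p of 5.7e-14. The Clta exon (ENSMUSG00000028478.18) lies on chromosome 4 from 44030215 to 44030268, with a difference of -0.313 (-0.426 to -0.184) and an adjusted exact p of 0.00333. The Hnrnpa2b1 exon (ENSMUSG00000004980.16) lies on chromosome 6 from 51464428 to 51464547, with a difference of -0.252 (-0.357 to -0.147) and an adjusted exact p of 0.00333. The Atp6v1h exon (ENSMUSG00000033793.12) lies on chromosome 1 from 5101070 to 5101123, with a difference of 0.29 (0.146 to 0.434) and an adjusted exact p of 0.0436.

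Other event types passed the same test. Bcl11a, a zinc-finger transcription factor, used its longer 5' splice site form less, with a PSI difference of -0.163 (-0.246 to -0.084) and an adjusted exact p of 0.0354. Syt1, the calcium sensor of synaptic vesicle release, used a 3' splice site that adds 9 nt of coding sequence more, with a difference of 0.236 (0.124 to 0.335) and an adjusted exact p of 0.0205. Tpm3, a tropomyosin of actin filaments, used the first, in transcript order, of a pair of mutually exclusive 76-nt coding exons more, on chromosome 3 from 90088401 to 90088476, with a difference of 0.246 (0.14 to 0.349) and an adjusted exact p of 0.00033. The other events that passed, with a PSI difference above 0.15, were a 3' splice site of Nptn, the cell adhesion protein neuroplastin (0.152), a second exon of Clta (-0.293) and mutually exclusive exons of the translation factor Eif4g2 (-0.172), in PSI differences, and these 3 were named after their values were seen. The Eif4g2 event was not called by the FDR in the authors' deposited table. A further 9 events passed the test without passing the size threshold, among them mutually exclusive exons of Cox6b1 (-0.147) and an exon of App (0.051).

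Further named events were called by the FDR in the authors' deposited table, with the exact test above its threshold. Inclusion was lower in CUG300 + vehicle for exons of Aifm3 (-0.455), Ube2v2 (-0.342), Nrcam (-0.382), Fmnl1 (-0.31), Thyn1 (-0.22), Bclaf1 (-0.234) and Rnf149 (-0.391), and higher for Nbr1 (0.408), in PSI differences. Nrcam is a neuronal cell adhesion molecule and Nbr1 a receptor of selective autophagy. A 3-nt extension at a 5' splice site of Vdac3 was included less (-0.207), as was a 3' splice site extension of Tmem14a (-0.205). Retention fell from 0.811 to 0.211 for an intron of Qsox2 and from 1.0 to 0.54 for an intron of Crebzf. The first of a pair of exons of Tpm1, another tropomyosin, was used less (-0.159).

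**Figure D1:**
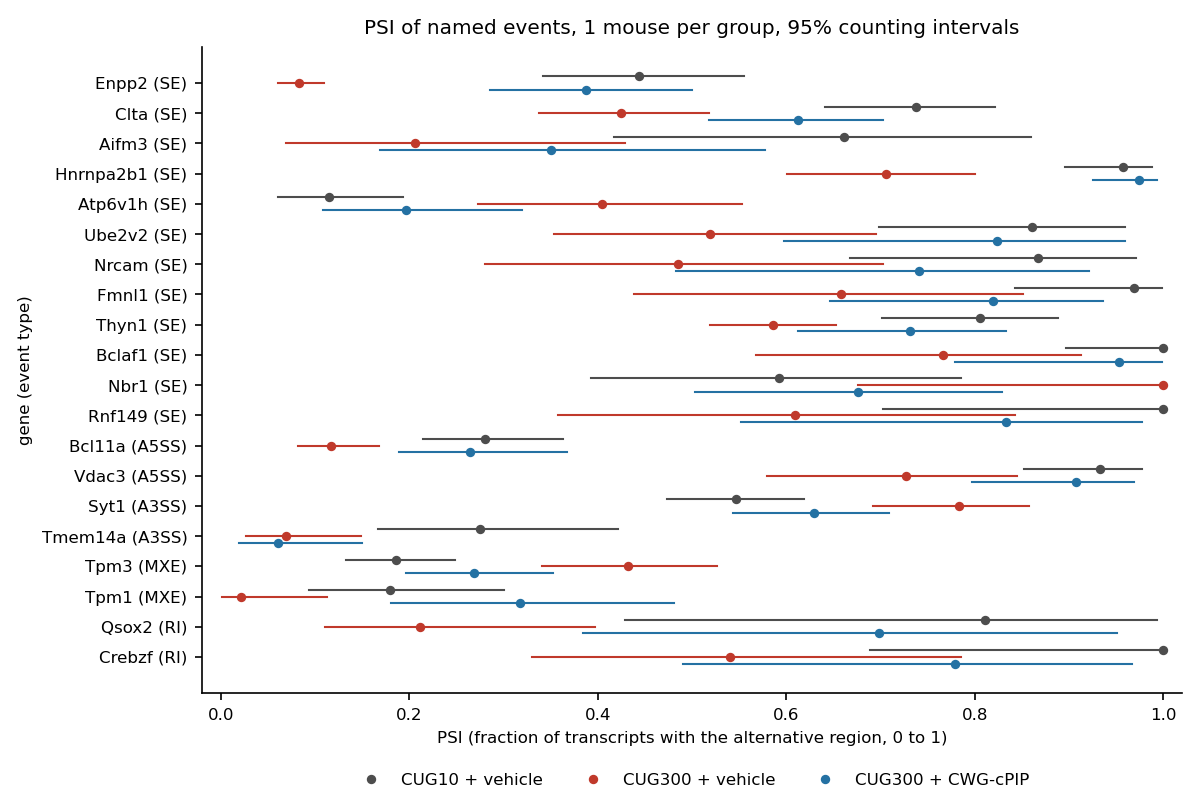
PSI, from 0 to 1, of the 20 events named by size between CUG300 + vehicle and CUG10 + vehicle, in each of the 3 libraries. Points are the PSI of 1 mouse and bars are 95% Clopper-Pearson intervals of the counts, and the Enpp2 exon stands at 0.444, 0.083 and 0.387 in CUG10 + vehicle, CUG300 + vehicle and CUG300 + CWG-cPIP.

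In all, 501 of 6263 listed events in 439 genes were called, 247 with higher and 254 with lower PSI in CUG300 + vehicle. By type these were 308 skipped exons, 59 alternative 5' splice sites, 97 alternative 3' splice sites, 16 mutually exclusive exons and 21 retained introns. The median called event had 2 counts in its shallower library, and 79.2% of called events had under 5. With at least 20 counts in each library, 36 called events remained, 11 with higher and 25 with lower PSI, and the adjusted exact test called 10 events. Over all listed events of that depth, 41.0% (38.9 to 43.3) of skipped exons had higher PSI in CUG300 + vehicle. The share was 37.5% (27.8 to 48.0) for retained introns and 44.7% (36.8 to 52.7) for mutually exclusive exons. It was 44.8% (35.9 to 54.0) for 5' and 52.3% (45.1 to 59.4) for 3' splice sites.

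Among DM1 and MBNL brain targets, 5 of 26 genes with a listed event were called, and none of their called events had 20 counts in each library. A 60-nt exon of Camk2d, a calcium-dependent kinase, had a PSI of 1.0 (0.186 to 1.0) on 3 counts in CUG10 + vehicle and 0.0 (0.0 to 0.746) on 2 counts in CUG300 + vehicle. A 171-nt exon of Ppp1r12a, a subunit of myosin phosphatase, had 0.475 (0.184 to 0.839) on 12 counts and 1.0 (0.585 to 1.0) on 19 counts. Dmd, Kcnma1 and Pphln1 were called on 1 count in CUG300 + vehicle. The list's median absolute difference of 0.109 stood at percentile 55.8 of matched random lists. No event of Mapt, Grin1 or App, which encode tau, the obligatory NMDA receptor subunit and the amyloid precursor protein, was called. The 168-nt exon of App that encodes its protease inhibitor domain had a PSI of 0.034 (0.024 to 0.045) and 0.085 (0.06 to 0.116). This difference of 0.051 (0.025 to 0.083) passed the exact test with an adjusted exact p of 0.0396 but lies under the size threshold.

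Of 52 RNA-binding splicing regulators with a listed event, 7 were called, with 5 events up and 5 down, and the median absolute difference of 0.0882 stood at percentile 99.2. Beside Hnrnpa2b1, 74-nt exons of Rbm5 and Rbm10 were called on 3 and 2 counts in CUG300 + vehicle. In synaptic adhesion and presynaptic release, 12 of 32 genes were called, and the median of 0.143 stood at percentile 97.0. This list holds Clta, Syt1 and Nrcam. In glutamate receptors and the postsynaptic density, 9 of 35 genes were called and the percentile was 67.1, with Dlg2, Dlg1 and Dlgap2 on 3, 2 and 1 counts in CUG300 + vehicle. Ion channels had 4 of 17 genes called at a percentile of 23.9, and the cytoskeleton list had 9 of 34 at 68.3. Called skipped exons had higher inclusion in CUG300 + vehicle for 8 of 17 microexons (47.1%, 95% Clopper-Pearson interval 23 to 72.2), 92 of 165 other exons with a length that is a multiple of 3 (55.8%, 47.8 to 63.5) and 57 of 126 of the rest (45.2%, 36.4 to 54.3). The smallest of the 3 exact p-values between these classes was 0.0776, before adjustment. With at least 20 counts in each library, 0 of 1 microexon and 3 of 12 other exons with a length that is a multiple of 3 (25%, 5.5 to 57.2) were higher. Of the rest, 4 of 8 (50%, 15.7 to 84.3) were higher.

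Read totals of cell type markers also differed between these libraries. In events listed in all 3 pairs, all 8 measured microglia and immune markers had higher totals in CUG300 + vehicle, with a median ratio of 5.58, and all 6 neuron markers had lower totals, with a median ratio of 0.334. The 3 astrocyte markers had a median ratio of 0.413 and the 9 oligodendrocyte markers 0.818. In all events with counts for the 3 libraries, a set chosen after the data were seen, the median ratios were 7.25 for 10 microglia and immune markers, 0.358 for 7 neuron markers, 0.668 for 4 astrocyte markers and 0.709 for 10 oligodendrocyte markers. Values per gene are from this larger set. H2-K1, an MHC class I gene, had 220 (184 to 260) CPM in CUG10 + vehicle and 3541 (3388 to 3699) in CUG300 + vehicle. Snap25, a synaptic vesicle fusion protein of neurons, had 6342 (6144 to 6546) and 1825 (1715 to 1940). Gfap, the astrocyte filament protein, had 518 (463 to 579) and 1402 (1306 to 1503), and Enpp2 had 610 (550 to 676) and 3581 (3427 to 3740). Ttr, the thyroid hormone carrier that the choroid plexus makes in abundance, had 171 (139 to 207) CPM in CUG10 + vehicle and 67703 (67028 to 68384) in CUG300 + vehicle. As splicing events, 1 of 11 microglia and immune, 0 of 4 astrocyte, 1 of 10 oligodendrocyte, 2 of 3 endothelial, mural and choroid plexus and 1 of 7 neuron marker genes were called, and the percentiles of these lists were 3.88, 12.8, 41.0, 83.2 and 17.8. The microglia and immune percentile was 62.3 with all events of a gene and 39.2 with at least 20 counts.

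**Figure D2:**
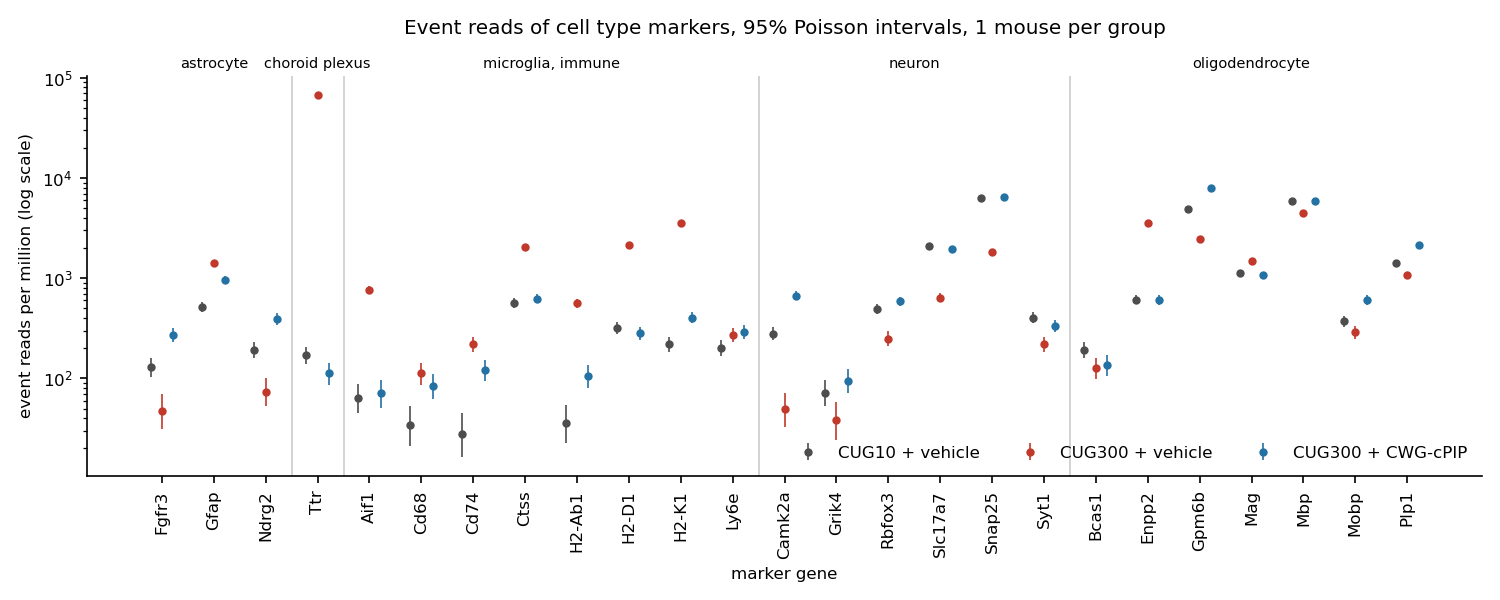
Inclusion plus skipping counts at alternative events, as CPM on a log scale, of cell type marker genes with at least 100 counts in the 3 libraries together. Points are 1 mouse with 95% Poisson intervals, and Ttr stands at 67703 CPM in CUG300 + vehicle against 171 in CUG10 + vehicle and 112 in CUG300 + CWG-cPIP.

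The comparison of CUG300 + CWG-cPIP with CUG300 + vehicle asked which events the compound moves in mice with the expanded repeat. Inclusion of the Enpp2 exon was higher with CWG-cPIP, at 0.387 (0.286 to 0.5), a difference of 0.304 (0.205 to 0.411) with an adjusted exact p of 1.5e-09. The Hnrnpa2b1 exon was at 0.974 (0.926 to 0.994), a difference of 0.268 (0.17 to 0.372) with an adjusted exact p of 7.7e-05. Inclusion was also higher for a 39-nt exon of Ndrg4, a gene of the DM1 list, at 0.948 (0.919 to 0.969) against 0.783 (0.684 to 0.864). It was lower for a 30-nt exon of Ppp3ca, the catalytic subunit of the phosphatase calcineurin, at 0.499 (0.452 to 0.547) against 0.699 (0.638 to 0.755).

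Splicing factors were among the events of largest size. A 90-nt exon of Srsf9, an SR protein, on chromosome 5 from 115331450 to 115331539, had a PSI of 0.467 (0.322 to 0.626) with CWG-cPIP and 0.131 (0.075 to 0.209) with vehicle, and an adjusted exact p of 0.00636. The first of a pair of coding exons of U2af1, a factor that recognises the 3' splice site, was used at 0.683 (0.553 to 0.795) against 0.261 (0.158 to 0.387), with an adjusted exact p of 0.000112. An A3SS event of Rnpc3, a protein of the minor spliceosome, was at 0.688 (0.373 to 0.949) against 0.127 (0.066 to 0.249), with an adjusted exact p of 0.0348. Retention of an intron of Tardbp, which encodes TDP-43, was at 0.932 (0.79 to 0.991) against 0.632 (0.435 to 0.826). Exons of Fxr1 (0.361) and Luc7l2 (0.356) had higher inclusion. The events of Tardbp, Fxr1 and Luc7l2 were called in the authors' deposited table. Their adjusted exact p of 0.151, 0.203 and 0.289 lay above the threshold. Of 55 RNA-binding splicing regulators with a listed event, 13 were called, with 10 events up and 7 down, and their median of 0.0843 stood at percentile 97.0.

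Mutually exclusive exons gave 16 of the 25 events called by the adjusted exact test. The adjustment ran within each event type, over 303 listed events of this type and 4916 skipped exons. Mutually exclusive exons gave 33 of the 179 events called by the unadjusted exact test, and 37 of 640 by the authors' deposited FDR. The first of the exons of Cox6b1, a subunit of cytochrome c oxidase, was used at 0.547 (0.515 to 0.579) on 956 counts with CWG-cPIP and 0.193 (0.175 to 0.212) on 1740 counts with vehicle, an adjusted exact p of 5.0e-77. That of Dnm1, the synaptic dynamin, was used at 0.337 (0.298 to 0.377) against 0.12 (0.064 to 0.2), and that of Tpm1 at 0.317 (0.181 to 0.481) against 0.021 (0.001 to 0.113). Of 37 called events of this type, 25 had higher PSI with CWG-cPIP (67.6%, 50.2 to 82.0). Over all 156 such events with at least 20 counts in each library, 59.6% (51.5 to 67.4) were higher. In the same setting these shares were 59.8% (57.6 to 62.0) for skipped exons, 65.6% (54.8 to 75.3) for retained introns, 53.3% (44.0 to 62.5) for 5' splice sites and 50.5% (43.3 to 57.8) for 3' splice sites, and among called events 49.5% (44.4 to 54.6), 63.3% (43.9 to 80.1), 34.5% (22.5 to 48.1) and 47.2% (38.1 to 56.4).

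Of 6679 listed events, 640 in 548 genes were called, 316 with higher and 324 with lower PSI with CWG-cPIP, and 73.6% had under 5 counts in the shallower library. With at least 20 counts 67 called events remained, 41 higher and 26 lower. In the authors' deposited table, exons of Tmem134 (-0.385), Phf14 (-0.581) and Surf1 (-0.317) were called with lower inclusion, and exons of Immt (0.433), Faim (0.436) and Ybx3 (0.404) with higher inclusion. The Qsox2 intron was called with higher retention (0.487). The adjusted exact p of each of these named events lay above the threshold, with the lowest, 0.0814, for Tmem134. For Grin1, 2 A3SS events that share a 356-nt extension were called, with PSI differences of -0.276 (-0.401 to -0.119) and -0.178 (-0.295 to -0.038), while no skipped exon of Grin1 and no event of Mapt or App was called.

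DM1 and MBNL brain targets had 9 of 27 genes called at a percentile of 87.8, which was 97.6 with all events of a gene. Besides Ndrg4, these included a 54-nt exon of Mbnl1 at 0.292 (0.094 to 0.602) on 12 counts against 1.0 (0.098 to 1.0) on 2 counts. Dmd, Clasp2, Camk2d and Pphln1 were called on 1 or 2 counts in CUG300 + vehicle. Glutamate receptors and the postsynaptic density had 14 of 38 genes called at a percentile of 95.1, which was 87.1 with at least 20 counts. Synaptic adhesion and presynaptic release had 9 of 37 called at 95.4, among them Dnm1. Ion channels had 3 of 19 called at 2.42, which was 0.27 with all events of a gene and 26.9 with at least 20 counts. The cytoskeleton list had 11 of 36 called at 36.0, which was 95.1 with at least 20 counts. Of the marker lists, 2 of 12 microglia and immune, 0 of 4 astrocyte, 4 of 10 oligodendrocyte, 2 of 5 endothelial, mural and choroid plexus and 0 of 7 neuron genes were called, at percentiles of 87.5, 33.3, 56.1, 21.7 and 16.8. Marker totals differed beside these groups, with Snap25 at 6392 (6185 to 6605) CPM and H2-K1 at 405 (354 to 461) in CUG300 + CWG-cPIP.

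The comparison of CUG300 + CWG-cPIP with CUG10 + vehicle asked where the treated mouse differed from the mouse without the expansion. The Ppp3ca exon (ENSMUSG00000028161.17, chromosome 3 from 136932011 to 136932040, coding) was at 0.499 (0.452 to 0.547) with CWG-cPIP and 0.754 (0.71 to 0.795) in CUG10 + vehicle, a difference of -0.255 (-0.316 to -0.191) with an adjusted exact p of 6.4e-11. The first of the exons of Epn1, the endocytic adaptor epsin, was used at 0.437 (0.401 to 0.472) against 0.27 (0.24 to 0.303), with an adjusted exact p of 1.4e-09. A 3' splice site of Iqsec1, an exchange factor for the GTPase ARF6, was used at 0.533 (0.42 to 0.656) against 0.258 (0.201 to 0.331), and that of Prpf19, a ubiquitin ligase of the spliceosome, at 0.161 (0.096 to 0.25) against 0.473 (0.339 to 0.617). Their adjusted exact p were 0.00743 and 0.0168. None of these 4 events was called between CUG300 + vehicle and CUG10 + vehicle, where their PSI differences were -0.055 (-0.127 to 0.014), -0.036 (-0.088 to 0.018), 0.023 (-0.099 to 0.166) and -0.162 (-0.365 to 0.087).

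In this pair 408 of 6983 listed events in 373 genes were called, 214 with higher and 194 with lower PSI in CUG300 + CWG-cPIP, and 74.3% had under 5 counts in the shallower library. With at least 20 counts 24 remained, 14 higher and 10 lower, and the adjusted exact test called 8. Called exons with lower inclusion in the authors' deposited table were those of Bin1 (-0.402), a membrane-bending protein whose splicing is altered in DM1 muscle, Kctd17 (-0.368), Phf14 (-0.581), Adap1 (-0.181), Ogfod2 (-0.267) and Hspa14 (-0.246). Scnm1 (0.355), Mtdh (0.231) and Rabep1 (0.216) had higher inclusion. In the same table Enoph1 (-0.188) and Fbxo44 (0.249) were called as 5' splice sites, Vegfb (0.367) as a 3' splice site, Adck1 (0.36) as mutually exclusive exons and Glo1 (0.174) as a retained intron. Of the events named so far in this paragraph, Adck1 alone passed the adjusted exact test, with an adjusted exact p of 0.0340. The intervals of the difference of Ogfod2 (-0.498 to 0.012) and Hspa14 (-0.429 to 0.068) held 0. For the Phf14 exon, PSI was 1.0 in both vehicle libraries and 0.419 (0.222 to 0.701) with CWG-cPIP.

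DM1 and MBNL brain targets had 6 of 27 genes called at a percentile of 77.7, with Bin1 the only event of 20 counts in each library. RNA-binding splicing regulators had 4 of 54 called at 97.9, among them a 72-nt exon of Nova1, a neuronal splicing factor, at 0.415 (0.227 to 0.641) against 1.0 (0.677 to 1.0). Synaptic adhesion and presynaptic release had 7 of 39 called at 99.4, which was 92.6 with at least 20 counts, and glutamate receptors and the postsynaptic density 7 of 45 at 82.3, which was 98.0 with at least 20 counts. Ion channels had 4 of 30 called at 32.6 and the cytoskeleton list 6 of 41 at 60, which was 99.3 with at least 20 counts and 1.24 with all events of a gene, with Enah, an actin regulator, at 0.901 (0.615 to 0.997) against 0.447 (0.243 to 0.723). Of the marker lists, 0 of 8 microglia and immune, 0 of 3 astrocyte, 1 of 10 oligodendrocyte and 0 of 7 neuron genes were called, at percentiles of 18.1, 7.46, 87.5 and 29.1. The endothelial, mural and choroid plexus list had 1 gene with an event, Pecam1, which was called on 4 and 2 counts. Over the 3 pairs, 7 of 32 list medians lay above percentile 95. Splicing regulators did so in each pair (99.2, 97.0 and 97.9), as did synaptic adhesion and presynaptic release (97.0, 95.4 and 99.4). Random lists were matched on read counts and not on PSI, so these percentiles do not single out the repeat or the compound. Median ratios of marker totals to CUG10 + vehicle, in events listed in all 3 pairs, were 1.97 for microglia and immune cells, 2.06 for astrocytes, 1.52 for oligodendrocytes and 1.16 for neurons.

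**Figure D3:**
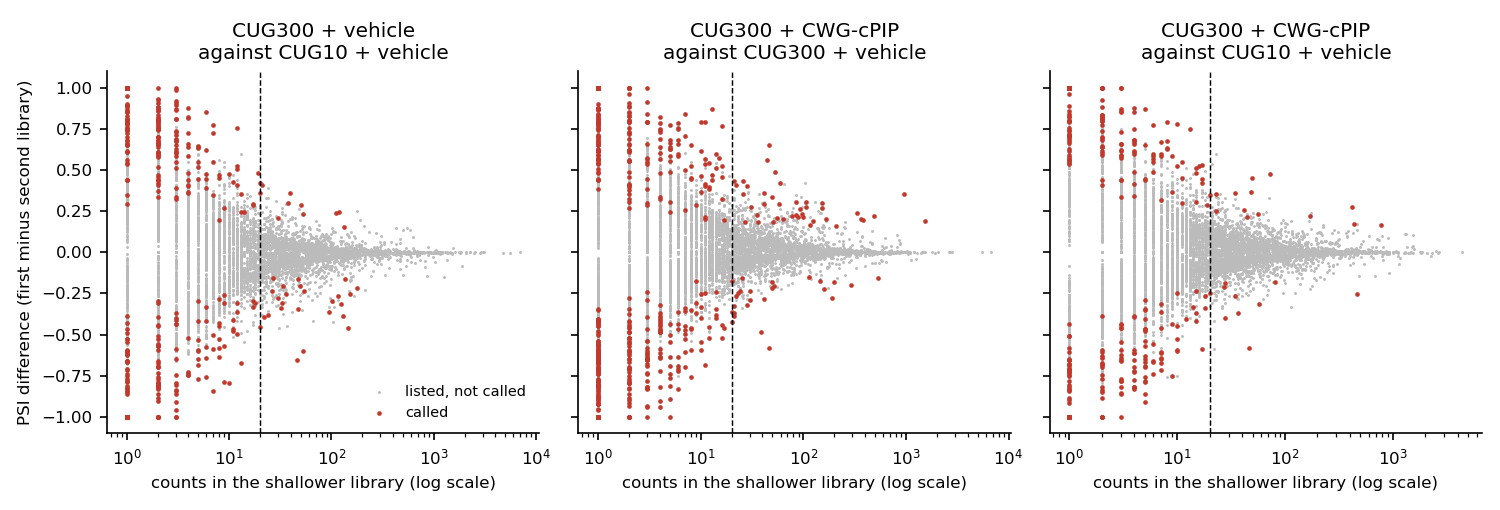
PSI difference of each listed event against the counts of its shallower library, on a log scale, for the 3 pairs of libraries, with called events in red and a dashed line at 20 counts. Called events gather at the left of each panel, where 79.2%, 73.6% and 74.3% of them have under 5 counts.

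The return of events toward CUG10 in the treated mouse was then measured. The Enpp2 exon was at 0.444, 0.083 and 0.387 in CUG10 + vehicle, CUG300 + vehicle and CUG300 + CWG-cPIP, and the Hnrnpa2b1 exon at 0.957, 0.706 and 0.974. The Atp6v1h exon was at 0.115, 0.404 and 0.197, the Syt1 splice site at 0.547, 0.783 and 0.629 and the Tpm3 exon at 0.186, 0.432 and 0.269. The Tmem14a splice site was at 0.275, 0.069 and 0.061, so it lay no nearer CUG10 with CWG-cPIP. Of the 455 events called between CUG300 + vehicle and CUG10 + vehicle that had counts in all 3 libraries, 379 lay nearer CUG10 with CWG-cPIP (83.3%, 79.5 to 86.6). The other 46 called events had no counts for the third library. By type the share was 84.5% (79.8 to 88.5) for skipped exons, 88.2% (76.1 to 95.6) for 5' splice sites, 75.3% (64.7 to 84.0) for 3' splice sites, 93.8% (69.8 to 99.8) for mutually exclusive exons and 78.9% (54.4 to 93.9) for retained introns. The median event regained 0.769 of its difference (quartiles 0.319 and 1).

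These shares rest on events chosen for a large difference in the same CUG300 + vehicle library. A treated library drawn from the pooled PSI of the 3 libraries, with the calls kept, gave 86.3% in the mean of 100 draws (82.9 to 89.7), which is not below the observed share. The pooled PSI includes the reads of the treated library and of CUG10 + vehicle, which favours a high share. These draws therefore cannot decide whether read sampling suffices. A treated library drawn from the PSI of CUG300 + vehicle gave 61.2% (55.8 to 67.7), but these draws take as true a PSI that was selected for its distance from CUG10. Among the 35 events with at least 20 counts in each library, 33 lay nearer CUG10 (94.3%, 80.8 to 99.3), against 98.1% and 49.7% in the same draws. The CUG300 + vehicle reads were also split into 2 parts, and a mean of 88.6 events was called on 1 part by the unadjusted exact test. With the other part in place of the treated library, 87.1% (80 to 94.6 over the draws) of these events lay nearer CUG10 than the part that called them, so the selection of events by itself gives a high share. In the same events CUG300 + CWG-cPIP gave 97.9% (94.0 to 100). With both thinned to equal depth in each event, it gave 94.3% (88.5 to 98.9) against 86.8% (78.8 to 93.8), and the exact test of events in which 1 of them alone lay nearer gave a p over the draws of 0.206. In those with at least 20 counts in each library the shares were 95.9% (88.2 to 100) and 85.8% (77.1 to 95.3), with 0.219. The comparisons of CUG300 + CWG-cPIP with held-out reads were added after the results were seen. When 1 part called and the other was set against CUG300 + CWG-cPIP, the share was 62.8% (52.0 to 73.8 over the draws), against 51.5% (33.3 to 71.1) where the 3 libraries shared 1 PSI. With the 2 CUG300 libraries exchanged, 164 of 258 events (63.6%, 57.4 to 69.4) lay nearer CUG10 in CUG300 + vehicle, below the 83.3% of the direction measured, while with at least 20 counts in each library 16 of 17 (94.1%, 71.3 to 99.9) did, beside 94.3%. All 10 events that the adjusted exact test called, among them those of Enpp2, Clta, Hnrnpa2b1, Atp6v1h, Bcl11a, Syt1 and Tpm3, lay nearer CUG10 with CWG-cPIP, and 100 draws from pooled PSI gave 0 such calls.

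Events called in both of the pairs that share CUG300 + vehicle numbered 244, of which 243 moved in opposite directions, where independent lists would share 38.3. The pairs that share CUG10 + vehicle had 100 called events in common, 99 in the same direction, where independent lists would share 14.0. Those that share CUG300 + CWG-cPIP had 102 in common, 96 in the same direction, where independent lists would share 18.3. The counts for independent lists are not the values for no change, since a library enters 2 of the 3 pairs and could not be split across mice. A shared library by itself raises the overlap and favours the direction seen. No draw gave the size of that effect, so these overlaps decide nothing.

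**Figure D4:**
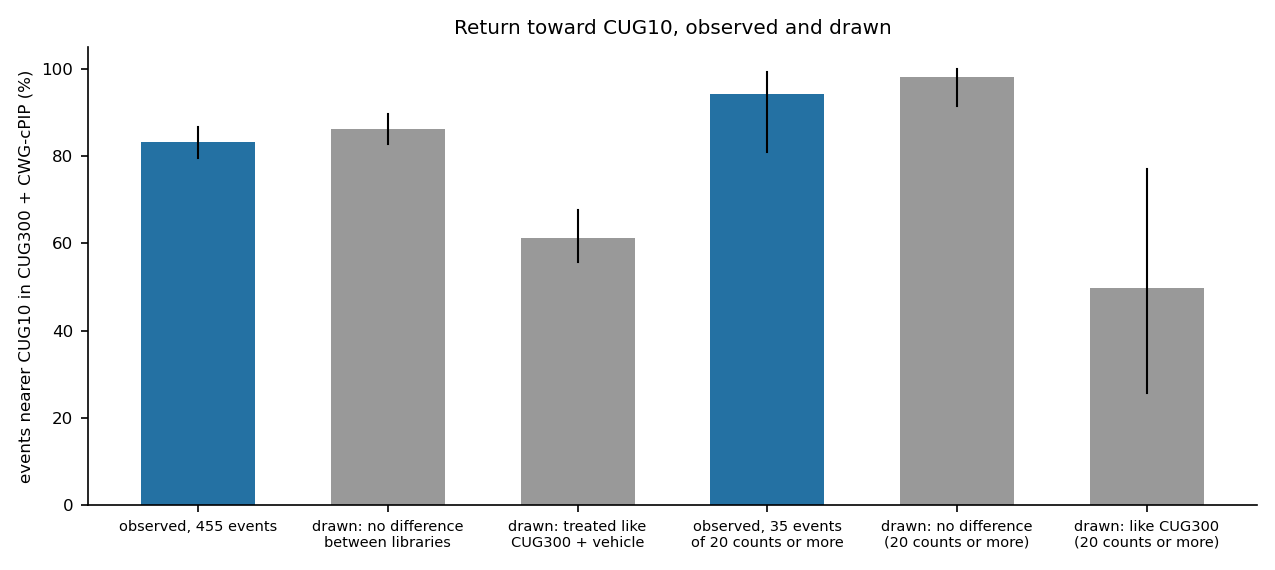
Share of events, in percent, that lay nearer CUG10 in CUG300 + CWG-cPIP than in CUG300 + vehicle, for all 455 events and for the 35 with at least 20 counts in each library, beside simulated treated libraries. Blue bars are observed with 95% Clopper-Pearson intervals and grey bars are means of 100 draws with their range. The observed 83.3% lies within the draws of the treated library from the pooled PSI (82.9 to 89.7). That pool holds the treated reads, which favours a high share.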

Values the study reported

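The study sequenced hippocampal RNA 10 days after gene transfer. It described the top 300 differential splicing events between CUG10 and CUG300 mice, chosen at an adjusted P below 0.05 and an absolute PSI difference above 0.15. Of these, 202 were skipped exons, 36 were alternative 5' splice sites, 47 were alternative 3' splice sites, 6 were mutually exclusive exons and 9 were retained introns. The study stated that CWG-cPIP recovered 63% of the 300 events. How recovery was defined is not given in the sources used here. The study also reported gene expression, with replicate mice in each group. Genes lower in CUG300 mice and recovered with CWG-cPIP were proposed, from enrichment, to act in synaptic and cognitive functions. Genes higher in CUG300 mice and recovered were proposed to act in the immune response.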

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

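The tests in this part were chosen only after the results were seen, as were the thresholds for an unusual total. Event read totals were not part of the splicing comparisons. Of 4402 genes with totals, 7 had a total of at least 500 counts in CUG300 + vehicle whose lower 95% Poisson bound was over 10 times the upper bound in CUG10 + vehicle. Ttr, the thyroid hormone carrier of the choroid plexus, had 67703 CPM in CUG300 + vehicle, against 171 in CUG10 + vehicle and 112 in CUG300 + CWG-cPIP. The interferon regulatory factor Irf7 had 10705 CPM, the interferon-induced membrane protein Bst2 3882, the immunoproteasome subunit Psmb8 2260, the MHC class I gene H2-T23 1360, the interferon-induced gene Xaf1 1499 and the MHC class I gene H2-K1 3541 in the same library.

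Ttr was high in the library in which the Enpp2 exon was skipped most, and Enpp2 is also expressed by the choroid plexus. A pure switch of splicing within the same cells is argued against, since the total counts of the Enpp2 exon per library size were 3.64 times (2.89 to 4.64) those of CUG10 + vehicle, and a lower share of neurons alone is argued against, since the medians of the other marker lists with at least 4 genes, a limit set after the values were seen, lay 10.8 times apart. Inclusion counts of the exon were 0.907 times (0.607 to 1.35) those of CUG10 + vehicle while skipping counts were 8.05 times (5.67 to 11.7), so choroid plexus tissue in the CUG300 + vehicle sample is a candidate source of the skipped form, as a hypothesis. Folr1, another choroid plexus marker, had 96 counts in CUG300 + vehicle and 4 in CUG300 + CWG-cPIP, a condition added to this test after its values were seen, while Pecam1, an endothelial gene, had 28.2 CPM in CUG300 + vehicle, 44.3 in CUG10 + vehicle and 51.7 in CUG300 + CWG-cPIP. An effect of the CUG300 repeat on Enpp2 splicing beside such tissue stays open, because 1 mouse per group does not separate dissection from condition.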

How the results depend on the processing

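The unadjusted exact test, the interval rule, the measure nearer to CUG10 than to CUG300 + vehicle, the return shares under either exact test, and the marker totals over all events with counts for the 3 libraries or without Ttr were chosen only after the results were seen, and the other alternatives and the gene lists, apart from those of interferon-stimulated and MHC class I genes, before the data were examined. Called events between CUG300 + vehicle and CUG10 + vehicle, between CUG300 + CWG-cPIP and CUG300 + vehicle, and between CUG300 + CWG-cPIP and CUG10 + vehicle numbered 275, 302 and 213 at an authors' FDR below 0.01, 36, 67 and 24 with at least 20 counts in each library, 10, 25 and 8 by the adjusted exact test, 113, 179 and 106 by the unadjusted exact test, and 169, 234 and 127 where the interval of the difference excluded 0. The return share was 65.1% with at least 50% of the difference regained and not more than 50% of it overshot. It was 53.4% where the opposite difference was also called, 94.3% with at least 20 counts, 78.9% and 95.6% with CWG-cPIP counts from its pair with CUG10 + vehicle or with CUG300 + vehicle alone, 67.9% for events nearer to CUG10 than to CUG300 + vehicle, 94.6% and 100% for events called by the unadjusted and adjusted exact tests, 91.1% where the interval excluded 0, and 62.8% with split reads. The shares of 78.9% and 95.6% rest on 284 of 360 and 372 of 389 events, against 379 of 455. A named event at the same PSI of 0 or 1 in both libraries of a pair was not listed in that pair. Such an event drops out because of where the treated library lay, so these 2 shares cannot check the reported one. Split reads differ from the reported share in the reads that measure an event and in the depth and test of the call. They also differ in the number of events, a mean of 88.6. The cause of this shift and of the remaining ones was not tested. The return share stayed within 83.0% to 85.4% for the top 300 events, at a difference above 0.3, at an FDR below 0.01 and with 1 event per gene. It also did so without events whose PSI was exactly 0 or 1 in both CUG10 + vehicle and CUG300 + vehicle. Ratios of summed marker totals of CUG300 + vehicle to CUG10 + vehicle over all events with counts for the 3 libraries were 6.66 for microglia and immune cells, 1.80 for astrocytes, 0.925 for oligodendrocytes and 0.311 for neurons, against fixed ratios of 5.63 for microglia and immune cells, 0.435 for astrocytes, 1.02 for oligodendrocytes and 0.342 for neurons, and without Ttr 7.15 for microglia and immune cells, 0.991 for oligodendrocytes and 1.93 for astrocytes, whose fixed ratio pointed the other way because Gfap has no event in all 3 pairs. Without length normalisation 106 PSI differences of named events stayed within their interval and 14 moved. Under the list alternatives 55 percentiles stayed on their side of 95, 5 passed it and 2 fell below it. The motif search near called exons and its alternative were not run. No paired analysis was possible because each group holds 1 mouse.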

Other observations

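The tests of the compound on mutually exclusive exons, of gene totals and of events called by the adjusted exact test in either pair, of held-out reads beside the treated library, and both gene lists of this part, were chosen only after the results were seen. Interferon-stimulated genes had higher event read totals in CUG300 + vehicle for 16 of the 17 members, of 40 listed, with at least 20 counts over the 3 libraries, with a median ratio to CUG10 + vehicle of 19.3. The list was added after Irf7, Bst2 and Xaf1 had stood out, and without these 13 of 14 members were higher, with a median ratio of 17.5. Some members reach the limit only through CUG300 + vehicle, which can raise the median. Of the 5 members with at least 20 counts in CUG10 + vehicle, 4 were higher, with a median ratio of 17.6. Irf7, Bst2 and Xaf1 are among these 5, and the others were Ifi27 at 2.39 and Adar, an RNA editing enzyme, at 0.644. These 5 therefore do not test the list apart from the genes that prompted it. Usp18, a brake on interferon signalling, stood at a ratio of 61.5. Of the 10 genes of MHC class I antigen presentation that passed the same limit, 9 were higher, with a median ratio of 11.5, or 6.66 over the 7 left without H2-K1, H2-T23 and Psmb8, which had stood out as well. Among them were the immunoproteasome subunit Psmb9 at a ratio of 39.3 and B2m, the light chain of MHC class I, at 6.84, while Calr stood at 0.903. Of the 6 genes of this list with at least 20 counts in CUG10 + vehicle, 5 were higher, with a median ratio of 11.5. H2-K1, H2-T23 and Psmb8 are among these 6, and the others were B2m at 6.84, H2-D1 at 6.66 and Calr at 0.903. In CUG300 + CWG-cPIP the median ratios to CUG10 + vehicle were 3.91 and 2.06, and 13 of the 17 and 7 of the 10 genes lay between the other libraries.

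Mutually exclusive exons shifted toward the first exon of the pair in CUG300 + CWG-cPIP against CUG300 + vehicle, as in Cox6b1, U2af1 and Dnm1. With at least 20 counts, 59.6% of them had higher PSI, as had 59.8% of skipped exons and 65.6% of retained introns, but 53.3% of 5' and 50.5% of 3' splice sites, and the median differences were 0.0308, 0.0103, 0.0366, 0.0105 and 0.00336. In skipped-exon events of nearly full inclusion, the ratio of 5' to 3' counts within a gene was higher in CUG300 + CWG-cPIP for 69.0% of 168 genes (61.5 to 75.9). This ratio was higher in CUG300 + vehicle than in CUG10 + vehicle for only 30.4% of these genes (23.5 to 37.9). Lower coverage of the 5' part of transcripts in CUG300 + vehicle is therefore a candidate explanation. Of the called events higher with CWG-cPIP, the 12 with at least 20 counts in both CUG300 libraries and counts in CUG10 + vehicle were also higher than in CUG10 + vehicle in 100% of cases (73.5 to 100), which decides nothing, since they were chosen for a high PSI in the same CWG-cPIP library. Over all mutually exclusive exon events with at least 20 counts that share was 51.4%, a condition added after the value was seen, and the 5' to 3' ratio was higher than in CUG10 + vehicle too, for 62.5% of genes, so an effect of the compound and coverage cannot be told apart.

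The share of called events nearer CUG10 with CWG-cPIP was 83.3%. A treated mouse like the CUG300 + vehicle mouse and a real return cannot be told apart for the called events as a whole. Draws from that library gave 61.2% (55.8 to 67.7), and 49.7% (25.7 to 77.1) against 94.3% observed with at least 20 counts, but they take as true a PSI selected for its distance from CUG10. In events called on part of the reads of that library, its held-out reads gave 86.8% (78.8 to 93.8) and the treated library 94.3% (88.5 to 98.9) at equal depth, with an exact p over the draws of 0.206, and 85.8% and 95.9% with at least 20 counts, with 0.219. With 1 part to call and the other to measure, the share was 62.8% (52.0 to 73.8), against 51.5% (33.3 to 71.1) where the 3 libraries shared 1 PSI. The median event then regained 0.726 of its difference (0.569 to 0.897 over the draws). No such median was drawn for no return, so this does not tell the 2 apart. For 4 called events, among them Enpp2, Hnrnpa2b1 and Tpm1, the opposite difference between the 2 CUG300 libraries passed the adjusted exact test, where 100 draws from pooled PSI gave at most 1 call, but this does not tell them apart either, since the spread between mice of a group is not known. A treated library drawn from the pooled PSI of the 3 libraries, with the calls kept, gave 86.3% (82.9 to 89.7). That pool holds the treated and CUG10 + vehicle reads, which favours a high share. These draws therefore cannot decide whether read sampling suffices. Read sampling with no difference between the libraries is argued against for the 10 events of the adjusted exact test, among them Enpp2, Hnrnpa2b1 and Tpm3. No draw of the 3 libraries from pooled PSI gave such a call, which says nothing of the spread between mice. A CUG300 + vehicle library that stands apart in all it measures, cell content included, stays open, since 98.3% (96.9 to 99.1) of 635 genes with totals at least 2-fold apart from CUG10 + vehicle also lay nearer CUG10 with CWG-cPIP. Held-out reads of CUG300 + vehicle gave 56.9% (53.1 to 61.9) in this measure, and with the 2 CUG300 libraries exchanged it was 41.5% (33.4 to 49.9) of 147 genes, but a return of expression with the compound would raise it too. An effect of the compound on splicing stays open as well and was not tested apart from this, since each group holds 1 mouse. For gene expression in replicate mice, the study reported lower synaptic and higher immune genes in CUG300 mice, both recovered with CWG-cPIP. Expression changes of this direction are therefore reported beyond a single library. Those expression data were not analysed here, and they do not measure splicing.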
